# Whole-transcriptome splicing profiling of E7.5 mouse primary germ layers reveals frequent alternative promoter usage during mouse early embryogenesis

**DOI:** 10.1242/bio.032508

**Published:** 2018-03-15

**Authors:** Xukun Lu, Zhen-Ao Zhao, Xiaoqing Wang, Xiaoxin Zhang, Yanhua Zhai, Wenbo Deng, Zhaohong Yi, Lei Li

**Keywords:** Alternative promoter, Alternative splicing, Germ layer specification, Gastrulation, Mouse embryogenesis

## Abstract

Alternative splicing (AS) and alternative promoter (AP) usage expand the repertories of mammalian transcriptome profiles and thus diversify gene functions. However, our knowledge about the extent and functions of AS and AP usage in mouse early embryogenesis remains elusive. Here, by performing whole-transcriptome splicing profiling with high-throughput next generation sequencing, we report that AS extensively occurs in embryonic day (E) 7.5 mouse primary germ layers, and may be involved in multiple developmental processes. In addition, numerous RNA splicing factors are differentially expressed and alternatively spliced across the three germ layers, implying the potential importance of AS machinery in shaping early embryogenesis. Notably, AP usage is remarkably frequent at this stage, accounting for more than one quarter (430/1,648) of the total significantly different AS events. Genes generating the 430 AP events participate in numerous biological processes, and include important regulators essential for mouse early embryogenesis, suggesting that AP usage is widely used and might be relevant to mouse germ layer specification. Our data underline the potential significance of AP usage in mouse gastrulation, providing a rich data source and opening another dimension for understanding the regulatory mechanisms of mammalian early development.

## Abstract (precis)

**Summary:** This study seeks to capture the alternative splicing landscape during mouse gastrulation, underlining the potential importance of alternative promoter usage in mammalian early embryogenesis.

## INTRODUCTION

Sophisticated spatial-temporal regulation of gene expression is a prerequisite for proper mammalian development. Transcription factors and epigenetic regulators of the transcriptional-level control are generally at the focus of attention (Lee and Young, 2000). Transgenic and gene-targeted mice models have contributed greatly to elucidation of the functions and molecular mechanisms of these regulators (Bouabe and Okkenhaug, 2013). However, we are far from fully understanding the mechanisms underlying developmental programs. Recently, regulation of gene expression during development by alternative splicing (AS) and alternative promoter (AP) usage has begun to be brought to the fore as important candidate machineries to regulate multiple biological processes (Baralle and Giudice, 2017).

As an important dimension of gene expression regulation at the post-transcriptional level, AS greatly expands the mRNA and protein structural complexity, and so diversifies their functions of specific genes (Irimia and Blencowe, 2012; Keren et al., 2010). High-throughput RNA sequencing reveals that over 90% of human genes undergo AS (Pan et al., 2008), which is also reported to occur frequently during mouse early embryogenesis from embryonic day (E) 8.5 to E11.5 (Revil et al., 2010). Apart from AS, AP usage, which produces transcripts from different transcription start sites (TSSs), was recognized as another important mechanism to create diversity and flexibility of gene expression (Ayoubi and VanDeVen, 1996). About half of human and mouse genes produce diverse mRNA isoforms by using APs (Davuluri et al., 2008). Selective use of APs generates transcripts that might differ in their 5′ untranslated regions or coding sequences and thus alters the abundance, subcellular localization or activities of their protein products, eliciting cell-, tissue- and developmental-stage-specific functional patterns (Ayoubi and VanDeVen, 1996; Davuluri et al., 2008).

AS and AP usage are often neglected in traditional studies of gene function. However, encouraging findings have begun to unravel the biological implications of these machineries in development. For example, the transcription factor MEF2D is alternatively spliced during muscle differentiation to generate a muscle-specific isoform, MEF2Dα2, by using the mutually exclusive forth exon rather than the third exon, which is incorporated by the ubiquitously expressed isoform Mef2Dα1 (Martin et al., 1994). Although both isoforms bind to a set of overlapping genes, exon switching allows Mef2Dα2 to escape the otherwise inhibitory phosphorylation by protein kinase A, thus specifically activating late muscle development related genes (Sebastian et al., 2013). In mouse oocytes, use of an alternative intronic MT-C retrotransposon promoter of the *Dicer* gene locus generates an oocyte-specific isoform, DICER^o^, that is indispensable for mouse oocyte development (Flemr et al., 2013). DICER^o^ lacks the N-terminal DExD helicase domain and has higher endoribonuclease activity compared to the full-length somatic DICER (DICER^S^) and is the dominant isoform in oocytes to control the endogenous RNAi pathway. Additionally, *Runx1*, which encodes an essential transcription factor regulating hematopoiesis, is expressed from two APs, the proximal P2 and the distal P1 promoter (Ghozi et al., 1996), the activities of which are spatio-temporally modulated during embryogenesis (Webber et al., 2013). The activity of the proximal P2 is required for primitive hematopoiesis, while the distal P1 prevails in definitive hematopoietic stem cells (Pozner et al., 2007). Moreover, a recent work revealed that ubiquitously expressed genes could exert cell-specific functions via AP usage (Feng et al., 2016). Nonetheless, our knowledge about the functions and mechanisms of AS and AP usage, especially in mouse early embryonic development, is very limited.

Specification of the three primary germ layers during gastrulation is a fundamental phase in most animals to establish the body plan (Peng et al., 2016; Solnica-Krezel and Sepich, 2012; Tam and Behringer, 1997). In the present study, we explore the involvement of AS in regulation of mouse early development by mRNA profiling of the three embryonic germ layers of E7.5 mouse embryos. Our results show that AS is extensively utilized in the process of mouse gastrulation, which may be attributed to the finely modulated expression of splicing factors across different germ layers. Remarkably, we find that AP usage is prevalent at this stage, possibly contributing to gene expression regulation in mouse early development. Our study provides new insights into the control of mouse development with respect to how AS and AP usage mechanisms function during mouse early embryogenesis.

## RESULTS

### Whole-transcriptome RNA-seq profiling of E7.5 mouse primary embryonic germ layers

Next generation RNA sequencing is a powerful tool to capture the whole transcriptome dynamics of specific cell lines or tissues for downstream transcripts-based analysis, such as gene expression or AS profiling (Wang et al., 2009). Recent development of single-cell techniques enables investigation of genome-wide gene expression patterns at single cell level or with trace amount of input RNAs, such as materials from mammalian early embryos. However, technical limitations, including low coverage and sensitivity, 3′ bias, and higher technical noise, make it difficult to analyze isoform variations (Brennecke et al., 2013; Saliba et al., 2014; Stegle et al., 2015). To explore the possible involvement of AS in regulation of mammalian early development and identify potential functional AS events, we isolated the embryonic endoderm, mesoderm and epiblast (neuroectoderm and primitive streak) from E7.5 mouse embryos by micromanipulation for conventional bulk RNA sequencing (Fig. S1A). 

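RNA of the endoderm, mesoderm and epiblast of E7.5 mouse embryos was sequenced as 1 library per germ layer. The RNA-seq data therefore hold no replicate check of the differences between germ layers below. The authors deposited, for each gene with at least 1 read in a library, the number of uniquely mapped reads, the gene length, the percentage of that length covered by reads and the RPKM. RPKM scales the reads of a gene by its length and by the reads of the library. The read counts summed to 41.7 M reads in endoderm, 40.8 M in mesoderm and 42.7 M in epiblast, and the RPKM values were computed with these totals. The paper gives 41988506, 42140982 and 43225419 mapped reads, which the RPKM values do not use. The median listed gene had 576 reads in endoderm, 536 in mesoderm and 536 in epiblast. The 10 genes with the most reads took 6.46% of the reads in endoderm, 5.87% in mesoderm and 6.37% in epiblast. A gene not listed in a library was taken to have 0 reads, which allows up to 3. Uniquely mapped reads leave out part of the reads of near-identical genes. The paper's text does not state whether the strand was used in counting, so genes that overlap other genes are uncertain. RPKM values were used as deposited, without further scaling, and the differential expression criteria of the paper were applied to each pair of germ layers. Gene positions were taken from the GENCODE M21 annotation of GRCm38.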

A total of 6.60 μg, 7.74 μg and 7.70 μg RNA of endoderm, mesoderm and epiblast, respectively, from hundreds of E7.5 mouse embryos were obtained (Fig. S1B). RNA integrity number (RIN) and the 28S to 18S rRNA ratio showed that the quality and integrity of the isolated RNAs were qualified for RNA sequencing (Fig. S1B).

We next examined the dissection efficiency using cell lineage-specific genes, including endoderm markers *Sox17* and *Foxa2*, mesoderm markers *Foxf1* and *Flk1*, and epiblast markers *Sox2* and *Pax6*. Quantitative PCR (qPCR) showed that the marker genes of each germ layer were highly or exclusively expressed in corresponding samples, indicating efficient separation of germ layers and little inter-sample contamination (Ma et al., 2016). Then, whole transcriptome profiling was performed. A total of 49,744,660, 49,753,030, 51,036,608 clean reads and 41,988,506 (84.4%), 42,140,982 (84.7%), 43,225,419 (84.7%) mapped reads were generated for the endoderm, mesoderm and epiblast, respectively (Table S2). 

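Uniquely mapped reads were found on 16385 genes in endoderm, 16201 in mesoderm and 16430 in epiblast. Of the genes with a read in any library, 15088 had reads in all 3 libraries, 1207 in 2 and 1338 in 1. Genes seen in all 3 libraries had a median of 1042 reads in their highest library, with 96.1% of the gene length covered. Those seen in 1 library had a median of 2 reads, with 13.3% of the length covered, and 773 of them had no more than 3 reads. Reads in 1 library alone were found on 533 genes in endoderm, 366 in mesoderm and 439 in epiblast. At this depth a gene with so few reads cannot be called absent from the other germ layers. With RPKM>1 required in at least 1 library in place of any read, the number of genes was 12232, and 9135 genes reached RPKM>5.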

RNA-seq data analysis revealed that a total of 17,633 genes were detected from the three germ layers.

To evaluate the quality of our RNA-seq data, we compared the RNA-seq data with an independent Microarray analysis of E7.5 mouse embryonic germ layers performed in our lab. We used the same set of genes detected by both technologies in each germ layer, and the consistency was evaluated based on each gene's rank expression value using Pearson Correlation Coefficient (PCC). The result showed that the gene expression obtained from RNA-seq data was in good accordance with that measured in the Microarray analysis (Fig. 1A). With the criteria of at least one RPKM>5, Fold Change>2 and FDR<0.001, 2,880 genes were found significantly differentially expressed in the three germ layers (Fig. 1B; Fig. S1C). 

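The criteria were applied to each pair of germ layers, with the FDR taken from the exact test of Audic and Claverie on the read counts and Benjamini-Hochberg adjustment. This test compares 2 libraries, not the germ layers as conditions, because it includes only the noise of counting reads. Between endoderm and mesoderm, 2038 genes were differentially expressed, of which 1279 were higher in endoderm and 759 higher in mesoderm. Between endoderm and epiblast there were 2176 genes, of which 1385 were higher in endoderm and 791 higher in epiblast. Mesoderm and epiblast differed in 861 genes, 442 higher in mesoderm and 419 higher in epiblast, and this order turned round after scaling to the same upper quartile (409 and 467) and with RPKM>1 (837 and 1004). In all, 2880 genes were differentially expressed in at least 1 pair, which is 31.5% of the genes with RPKM>5 in any library. Of these, 1250 differed in both comparisons with endoderm but not between mesoderm and epiblast, and 182 differed in all 3 pairs. The Pearson correlation across genes of log2(RPKM+1) was 0.915 between endoderm and mesoderm, 0.916 between endoderm and epiblast and 0.969 between mesoderm and epiblast. Genes are not independent replicates.

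**Figure D1:**
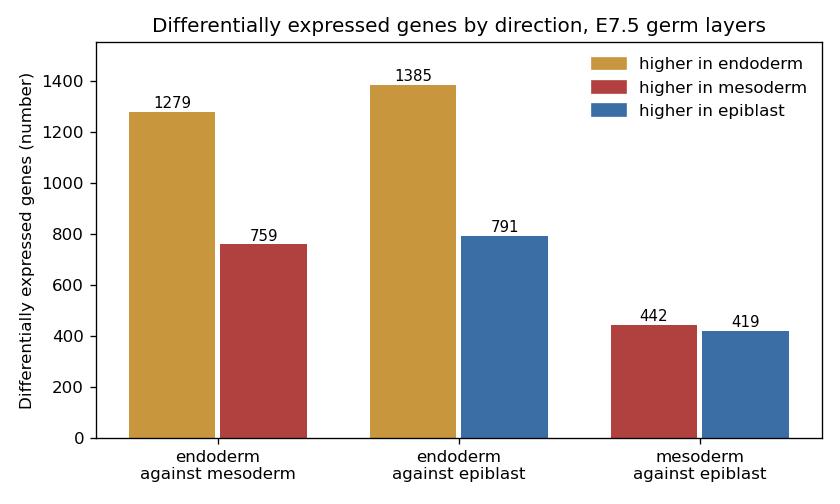
Number of differentially expressed genes (vertical axis, from 0) in each pair of germ layers, with 1 bar for the genes higher in each layer of the pair. Both comparisons with endoderm have more genes higher in endoderm (1279 and 1385), whereas mesoderm and epiblast have 442 and 419.

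The FDR criterion removed 1 gene between endoderm and mesoderm, 0 between endoderm and epiblast and 1 between mesoderm and epiblast, so the RPKM and Fold Change criteria set the number of genes. When a pair of libraries without any changed gene was simulated from the real genes, counting noise alone gave 0 calls among 17633 genes. An assumed biological coefficient of variation of 0.2 gave 135 calls, and one of 0.4 gave 2106. The 2106 calls exceed the 861 genes between mesoderm and epiblast and the 2038 between endoderm and mesoderm. They lie below the 2176 between endoderm and epiblast. In this simulation, that argues against a coefficient as high as 0.4 for mesoderm and epiblast. The alternative that moved the number of genes most was edgeR's exact test with an assumed biological coefficient of variation of 0.4, which left 520 genes.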

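A gene was counted as highly expressed in a germ layer when it met the criteria against both other layers and had its highest RPKM there. By this definition 1019 genes were highly expressed in endoderm, 243 in mesoderm and 206 in epiblast. Their median fold over the next layer was 3.64 in endoderm, 3.43 in mesoderm and 2.99 in epiblast. These genes took 17.1% of the reads counted in endoderm, 2.15% in mesoderm and 1.46% in epiblast. More than 10-fold over the next layer were 251 of the genes in endoderm, 35 in mesoderm and 25 in epiblast. The 5 genes with the highest RPKM among those of endoderm were *Fth1* (chromosome 19, 9980598 to 9985098), *H19* (chromosome 7, 142575529 to 142578143), *Apoe*, *Apoa1* and *Apoc2*. *Fth1* had an RPKM of 4214.7 in endoderm, 868.7 in mesoderm and 573.0 in epiblast. *H19*, a non-coding RNA, had 3560.8 in endoderm, 888.9 in mesoderm and 53.6 in epiblast. In mesoderm the 5 genes were *Phlda2*, *Ifitm1*, *Mest*, *Hmga2* and *Foxh1*. *Phlda2* (chromosome 7, 143501545 to 143503150) had an RPKM of 1076.7 in mesoderm, against 93.8 in endoderm and 139.2 in epiblast. *Mest*, whose exons overlap those of *Copg2*, had 353.0 in mesoderm, against 32.7 in endoderm and 67.8 in epiblast. In epiblast they were *Dnmt3b*, *Pou5f1*, *Fabp5*, *Pim2* and *T*. *Dnmt3b* (chromosome 2, 153649450 to 153687730) had an RPKM of 648.6 in epiblast, 111.6 in endoderm and 74.3 in mesoderm. *Pim2* had 239.4 in epiblast, 9.84 in endoderm and 3.86 in mesoderm.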

Among the 2,880 genes, 1,019, 243 and 206 genes were highly expressed in endoderm, mesoderm and epiblast, respectively (Fig. 1C; Fig. S1D). Gene ontology (GO) analysis with Database for Annotation, Visualization and Integrated Discovery (DAVID) revealed that these dominant genes participated in specific biological processes relevant to each germ layer (Fig. 1C). The germ layer-specific signature genes (SGs) were specially enriched in each corresponding germ layer (Fig. 1D). 

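Each of the 23 signature genes had its highest RPKM in the germ layer it is listed under. The 9 endoderm genes were in mesoderm at a median of 0.864% of their endoderm RPKM, with the highest share for *Cer1* (34.4%), and in epiblast at a median of 0.478%. *Afp* (chromosome 5, 90490737 to 90508907) had 38348 reads in endoderm and 20 in each of mesoderm and epiblast. *Sox17* (chromosome 1, 4490931 to 4497354) had an RPKM of 39.5 in endoderm, 1.0 in mesoderm and 0.322 in epiblast. The 7 mesoderm genes were in endoderm at a median of 3.30% and in epiblast at 8.01% of their mesoderm RPKM, with the highest shares for *Cdh2* in endoderm (26.9%) and *Lefty2* in epiblast (38.2%). *Flk1*, listed as *Kdr* (chromosome 5, 75932827 to 75978458), had an RPKM of 40.8 in mesoderm, 0.272 in endoderm and 0.771 in epiblast. The 7 epiblast genes were in endoderm at a median of 2.18% and in mesoderm at 8.90% of their epiblast RPKM, with the highest shares for *T* in endoderm and *Mixl1* in mesoderm (41.5%). *Sox2* (chromosome 3, 34650405 to 34652461) had an RPKM of 42.7 in epiblast, 0.616 in endoderm and 1.33 in mesoderm. Of the 23 genes, *Tbx5*, *Sox1* and *Pax6* did not reach RPKM>5 in any library and so did not meet the criteria for differential expression. *Tbx5* had 364 reads in mesoderm and 2 in each of endoderm and epiblast, which makes it at least 123.7-fold higher in mesoderm than in endoderm.

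**Figure D2:**
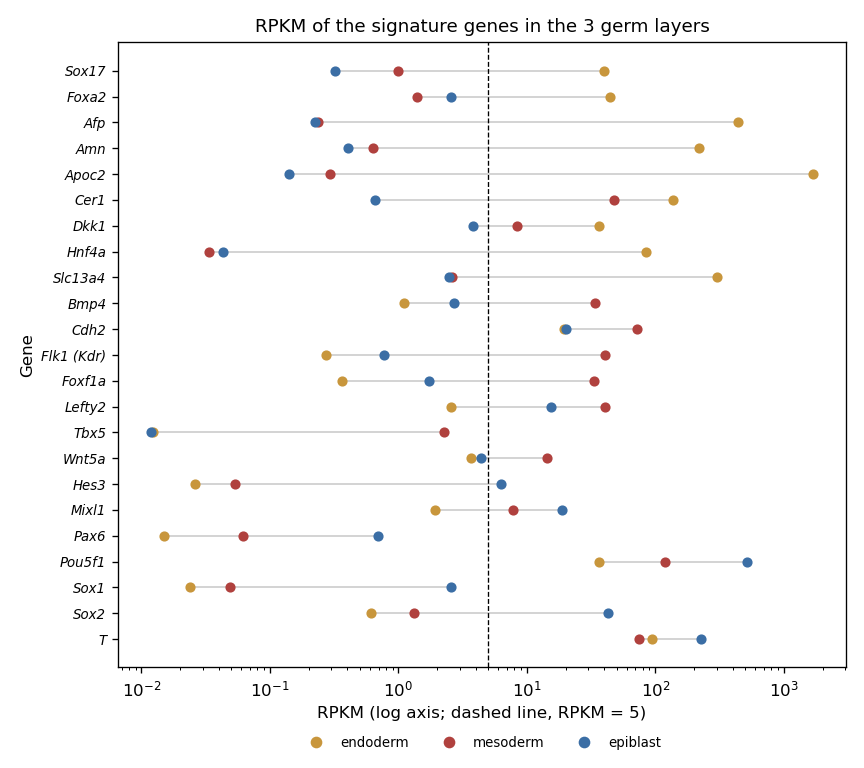
RPKM (horizontal log axis) of each signature gene in the endoderm, mesoderm and epiblast libraries, 1 point per library. The dashed line marks RPKM = 5, which *Tbx5*, *Pax6* and *Sox1* do not reach.

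The paper states that its data, with the enrichment of the signature genes among them, point to RNA-seq data of good quality that could be used for AS analysis.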

All these data indicate the good quality and reliability of the whole transcriptome RNA-seq data, which could be used for AS analysis.

**Fig. 1.**
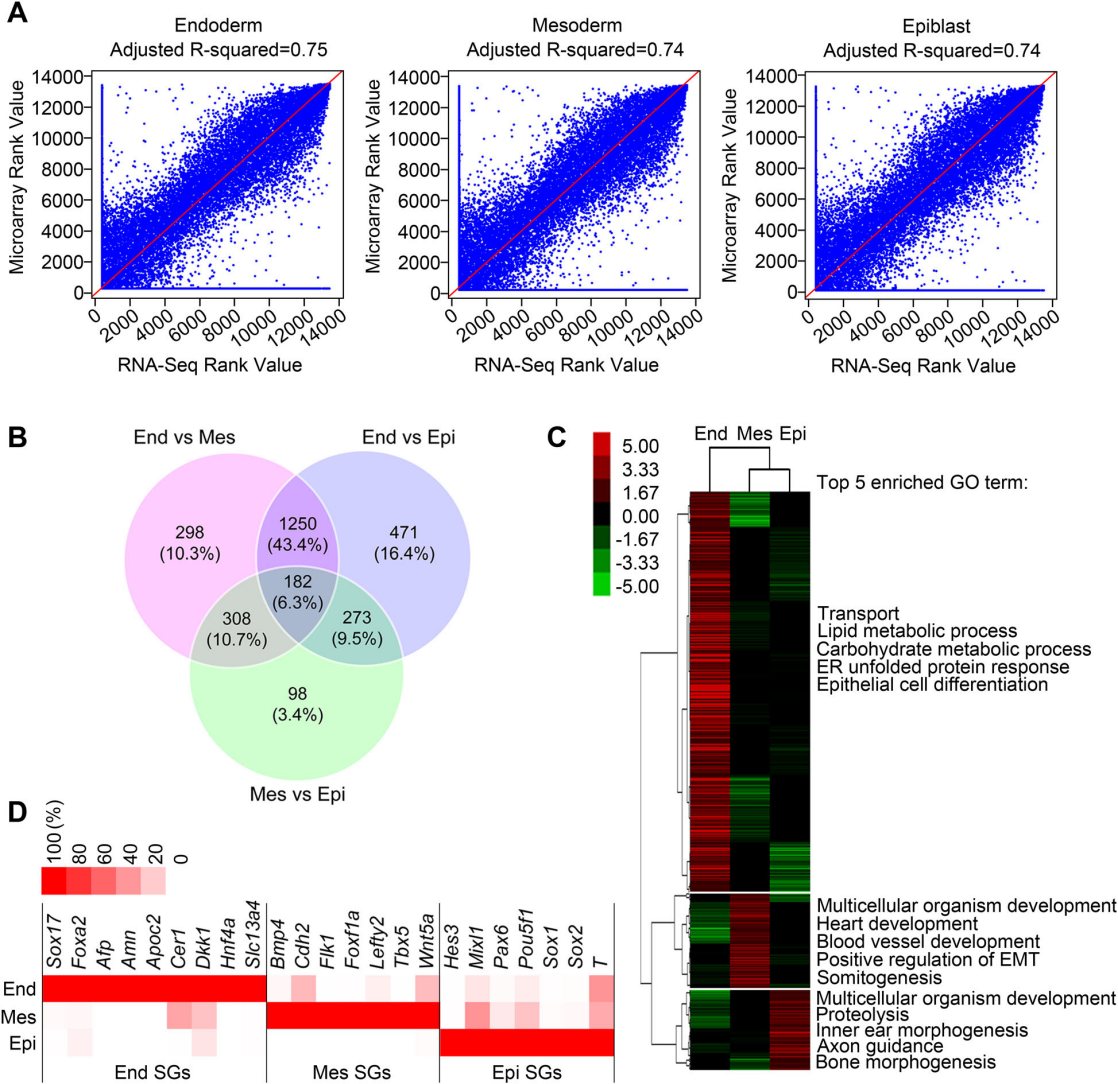
**Whole-transcriptome profiling of E7.5 mouse primary germ layers.** (A) Scatter plot showing the comparison result of the RNA-seq data with an independent Microarray analysis. (B) Venn diagram of the number of the differentially expressed genes in the three germ layers (at least one RPKM>5, Fold Change>2, FDR<0.001). (C) The heat map of genes highly expressed in each germ layer. The top five enriched GO terms of each cluster of genes are shown on the right. (D) The relative enrichment of representative germ layer signature genes (SGs) in each germ layer determined using RNA-seq data. Data are expressed as the percentage of each gene's RPKM to the maximum one in the three germ layers. End, endoderm; Mes, mesoderm; Epi, epiblast. See also Fig. S1.

### Alternative splicing signature of the embryonic germ layers

There are four major types of AS events in mammals, including skipped exon, alternative 3′ splice site, alternative 5′ splice site, and retained intron. Skipped exon is the most common type, accounting for nearly 40% of all known AS events (Keren et al., 2010). Other less frequent AS events include mutually exclusive exon, multiple skipped exon, alternative first exon (also known as alternative promoter usage, AP usage) and alternative last exon (Keren et al., 2010) (Fig. 2A). To investigate the potential involvement of AS in mouse early embryogenesis, we used the Alternative Splicing Detector (ASD), also known as Comprehensive AS Hunting (CASH), a junction reads-based AS site construction Java program, to identify and compare the above eight types of AS events among the three germ layers (Wu et al., 2017; Zhou et al., 2014).

**Fig. 2.**
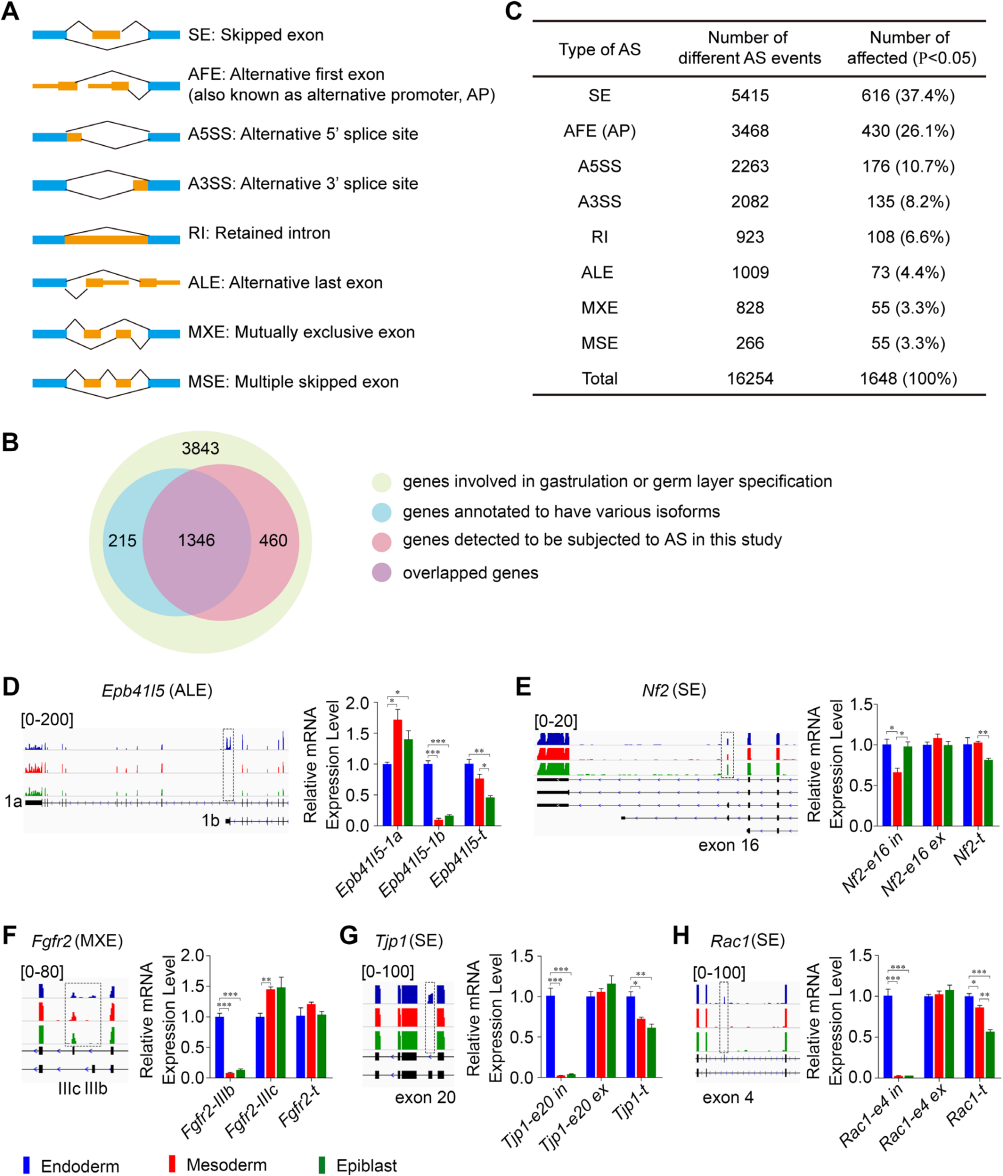
**Alternative splicing signature of the three germ layers.** (A) Diagrams of the eight types of AS analyzed in the study. Blue boxes, the constitutive exons; orange boxes, alternatively spliced exons/regions; solid lines, splice junctions. (B) Comparison of genes that are involved in gastrulation or germ layer specification and annotated to have different isoforms with those detected to be subjected to certain AS events using ASD. 1,346 out of 1,561 genes with annotated isoforms could be detected in our study. (C) The significantly different AS events in the three germ layers identified using ASD software (adjusted *P*-value<0.05). The number and percentage of the representative eight types of AS events are shown. (D-H) Validation of diverse AS events in genes that are functional at E7.5 using qPCR. In each case, the differential spliced exons detected by ASD and visualized using IGV are labeled by dotted boxes. The colored peaks represent the cover heights of the position (left panels). The AS events and the total expression level of each gene were analyzed using qPCR with isoform-specific primers or common primers (*P<0.05, **P<0.01, ***P<0.001) (right panels). Alternative last exons were labeled as 1a and 1b, respectively. The types of AS are shown in parentheses. ALE, alternative last exon; SE, skipped exon; MXE, mutually exclusive exon; e, exon; t, total; in, inclusion; ex, exclusion. Error bars represent s.e.m.; *n*=3.

A total of 16,254 splicing events were detected from different germ layers using ASD. We first evaluated whether ASD was able to detect known AS events of genes expressed in E7.5 mouse embryos. Based on the Genes and Markers Query Form of MGI (Mouse Genome Informatics), a list of 3,843 genes that are potentially involved in ‘gastrulation’ or ‘germ layer specification’ biological processes were extracted (Fig. 2B; Table S1), and should be expressed at E7.5. Among the 3,843 genes, 1,561 genes were annotated to be regulated by AS and have different isoforms (Fig. 2B; Table S1). In our study, 1,806 out of the 3,843 genes were detected to be subjected to different AS events that covered 86.2% (1,346/1,561) of the 1,561 annotated alternatively spliced genes, including many experimentally validated events, such as the alternative promoter usage of *Otx2* (Acampora et al., 2009; Fossat et al., 2005), skipped exon and alternative 5′ splice site of *Fgfr1* (Partanen et al., 1998; Xu et al., 1999), skipped exon of *Smad2* (Dunn et al., 2005), alternative 5′ splice site, alternative 3′ splice site and skipped exon of *Fgf8* (Macarthur et al., 1995), mutually exclusive exon of *Fgfr2* (Orr-Urtreger et al., 1993), and skipped exon of *Dab2* etc (Maurer and Cooper, 2005) (Fig. 2B; Table S1). Thus, the method we used was sensitive enough to detect known and potential novel AS events.

With an adjusted *P*-value cutoff of <0.05, 10.1% AS events (1,648/16,254) were found to be significantly different between different germ layers (Fig. 2C; Table S1). These AS events include 616 (37.4%) skipped exon, 430 (26.1%) AP usage, 176 (10.7%) alternative 5′ splice site, 135 (8.2%) alternative 3′ splice site, 108 (6.6%) retained intron, 73 (4.4%) alternative last exon, 55 (3.3%) mutually exclusive exon and 55 (3.3%) multiple skipped exon (Fig. 2C). Several representative differential alternatively spliced events of genes known to be functional at gastrulation can be successfully validated in our study, including sipped exon of *Tjp1*, *Rac1* and *Nf2*, alternative last exon of *Epb41l5* and mutually exclusive exon of *Fgfr2* (Fig. 2D-H) (Arman et al., 1998; Hirano et al., 2008; Katsuno et al., 2008; McClatchey et al., 1997; Sugihara et al., 1998). In summary, diverse types of AS occur and are differentially present between E7.5 mouse primary germ layers, indicating the prevalence and potential implications of AS in regulation of development at this stage.

### Alternatively spliced genes are extensively involved in important developmental processes

The 1,648 significantly differential AS events were generated by 1,279 genes (Fig. 3A; Table S1). To determine whether these genes with alternative isoforms play a role in mammalian early development, we used DAVID for GO analysis (Huang et al., 2009). The result demonstrated that the 1,279 genes participated in numerous events, including regulation of transcription and translation, epigenetic modification (chromatin modification, DNA methylation, histone deacetylation), protein metabolism, organelle organization and Wnt cell signaling etc. (*P*<0.01) (Fig. 3B). In addition, developmental processes, such as *in utero* embryonic development, neural tube closure, epithelial-mesenchymal transition and gastrulation were also overrepresented in the GO terms (Fig. 3B), consistent with the embryogenic development at E7.5 stage. Therefore, these results suggest that AS machinery might be widely used and relevant to certain biological processes during specification of the germ layers and subsequent organogenesis.

**Fig. 3.**
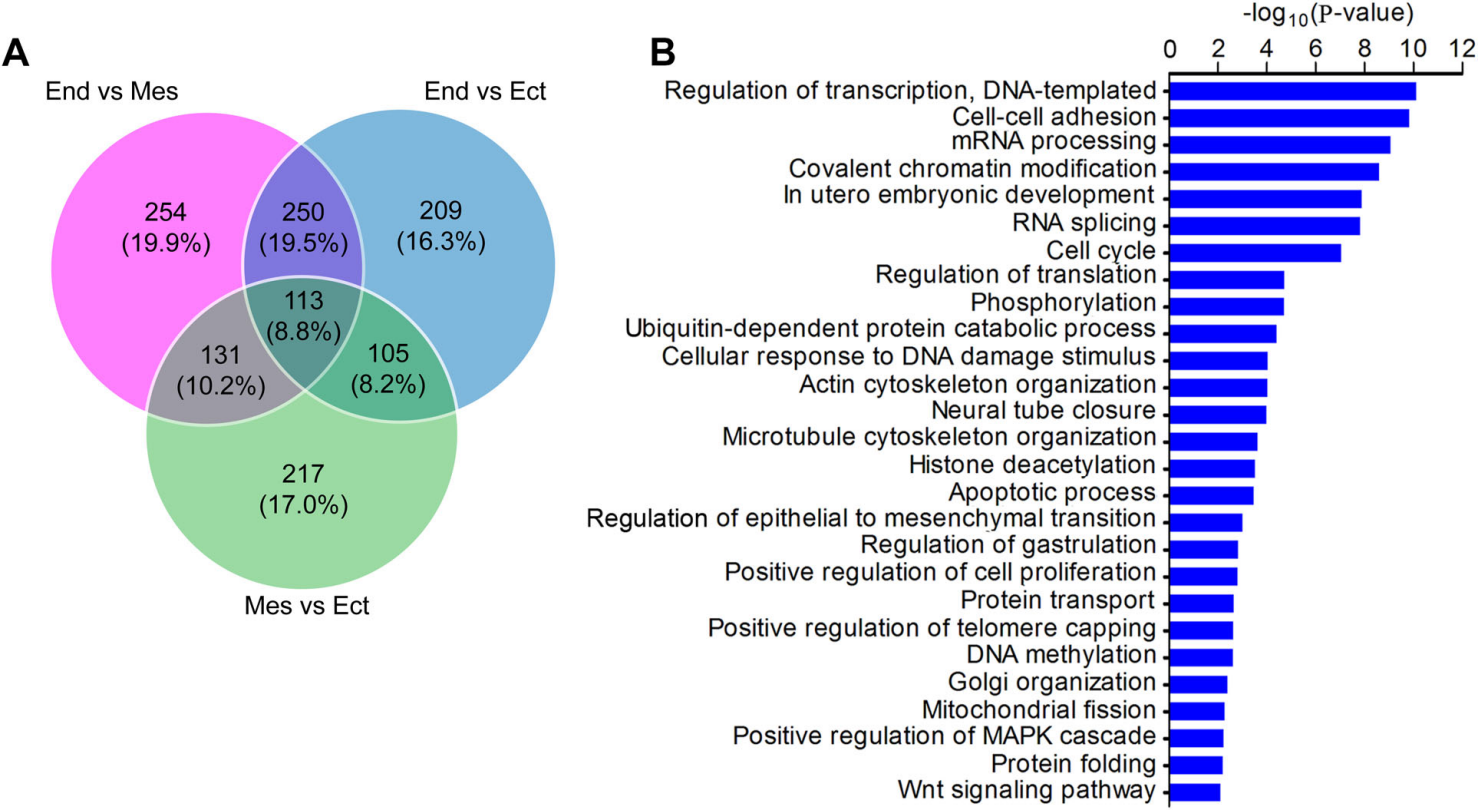
**Alternatively spliced genes are extensively involved in key developmental processes.** (A) Analysis of the genes with significantly different AS events (adjusted *P*-value<0.05) shared by the three germ layers using Venn diagram. (B) GO term enrichment analysis of the 1,279 genes generating the 1648 AS events (*P*<0.01). End, endoderm; Mes, mesoderm; Epi, epiblast.

### Splicing factors are differentially expressed and alternatively spliced across the germ layers

Splicing factors are often involved in tissue- or cell-specific AS patterns. We reasoned that the variant presence of AS events across the three germ layers may lie in the differential expression of splicing factors. To test this idea, we examined the expression of a list of 438 known or putative splicing factors that were previously used for analysis (Goldstein et al., 2017; Han et al., 2013), or fell into ‘RNA splicing’- and/or ‘spliceosome’-associated GO terms in our study (Table S1). 

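All 39 splicing factors named in Fig. 4A met the criteria in at least 1 pair of germ layers. The names were chosen by the paper on these same libraries, so the count is not independent evidence. The full list of splicing factors was not used here. Between endoderm and mesoderm 23 of the 39 were differentially expressed, between endoderm and epiblast 29, and between mesoderm and epiblast 7. None of the 39 differed in all 3 pairs, and 19 differed in exactly 1. RPKM was highest in endoderm for 14 of the 39, in mesoderm for 9 and in epiblast for 16. The largest fold at which each factor met the criteria had a median of 2.92 and a lowest value of 2.01, and it was under 2.5 for 16 of the 39. *Lgals2* (chromosome 15, 78850860 to 78855529), whose exons overlap those of *Cdc42ep1*, had 4036 reads in endoderm, 2 in mesoderm and 4 in epiblast, and was at least 1319.4-fold higher in endoderm than in mesoderm. *Ddx39b*, by contrast, had an RPKM of 182.3 in endoderm, 332.0 in mesoderm and 367.0 in epiblast and passed in 1 pair, at 2.01-fold. *Rnf113a1* and *Rnf113a2* are paralogs and *Hnrnpa1* has pseudogenes, so their uniquely mapped reads are uncertain. With edgeR's exact test at an assumed biological coefficient of variation of 0.4, 7 of the 39 were called.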

RNA-seq expression profiling revealed that 39 out of the 438 splicing factors exhibited significant differential expression among different germ layers (at least one RPKM>5, Fold Change>2, FDR<0.001) (Fig. 4A). In particular, these genes include many well documented cell- or tissue-specific alternative splicing factors like *Esrp1*, *Esrp2*, *Khdrbs3* and *Celf4* (Chen and Manley, 2009). 

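*Esrp1* lies on chromosome 4 from 11331933 to 11386783 and had 4678 reads in endoderm, 293 in mesoderm and 4338 in epiblast. *Esrp2*, on chromosome 8 from 106130319 to 106136974, had 678, 37 and 61 reads, and its exons overlap those of *Nfatc3*. *Khdrbs3* (chromosome 15, 68928420 to 69101211) had an RPKM of 7.74 in endoderm, 25.9 in mesoderm and 22.3 in epiblast. Its RPKM was 3.35-fold higher in mesoderm and 2.88-fold higher in epiblast than in endoderm, and both pairs met the criteria, whereas mesoderm and epiblast differed by 1.16-fold and did not. *Celf4* (chromosome 18, 25477632 to 25754157) had an RPKM of 0.821 in endoderm, 3.46 in mesoderm and 5.99 in epiblast. It met the criteria between endoderm and epiblast, at 7.30-fold. Its 4.22-fold difference between endoderm and mesoderm did not count, because neither library reached RPKM>5. With RPKM>10 required, *Esrp2* and *Celf4* were no longer called in any pair.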

*Esrp1* and *Esrp2* have been reported to be involved in epithelial-specific RNA splicing and related with the splicing pattern change during the epithelial-to-mesenchymal transition (Warzecha et al., 2009a). 

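The RPKM of *Esrp1* was 29.1 in endoderm, 1.86 in mesoderm and 26.3 in epiblast. It was 15.7-fold lower in mesoderm than in endoderm and 14.2-fold lower than in epiblast, and both pairs met the criteria. Between endoderm and epiblast it differed by 1.11-fold and was not called. The RPKM of *Esrp2* was 6.06 in endoderm, 0.337 in mesoderm and 0.532 in epiblast. *Esrp2* was 18.0-fold lower in mesoderm than in endoderm and met the criteria for that pair. It was also 11.4-fold lower in epiblast than in endoderm. Between mesoderm and epiblast the RPKM of *Esrp2* differed by 1.58-fold, with an FDR of 0.0556 in the exact test of Audic and Claverie on the reads of those 2 libraries. The difference did not meet the criteria, and neither library reached RPKM>5, which excludes this pair whatever its fold. From the lower expression of both genes in mesoderm, the paper proposes a possible role of their downregulation in setting up the AS patterns of mesoderm.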

We found a significant downregulation of these two genes, especially *Esrp1* in mesoderm (Fig. 4A), which might make way for establishment of mesodermal AS patterns and help to define mesodermal cell characteristics during the epithelial-to-mesenchymal transition of gastrulation. Additionally, when comparing the 1,279 differential alternatively spliced genes with previously reported data, we found that 103, 35 and 53 genes were overlapped with the potential targets of ESRPs (ESRP1 and ESRP2) (450 potential targets) (Bebee et al., 2015; Warzecha et al., 2009b), ELAVL3 (195 potential targets) (Ince-Dunn et al., 2012) and PTBP2 (206 potential targets) (Boutz et al., 2007), respectively (Fig. 4B; Table S1). Thus, apart from constitutive splicing, variant presence of splicing factors might account for the different AS efficiencies and patterns across the three samples and therefore the distinct developmental consequences.

**Fig. 4.**
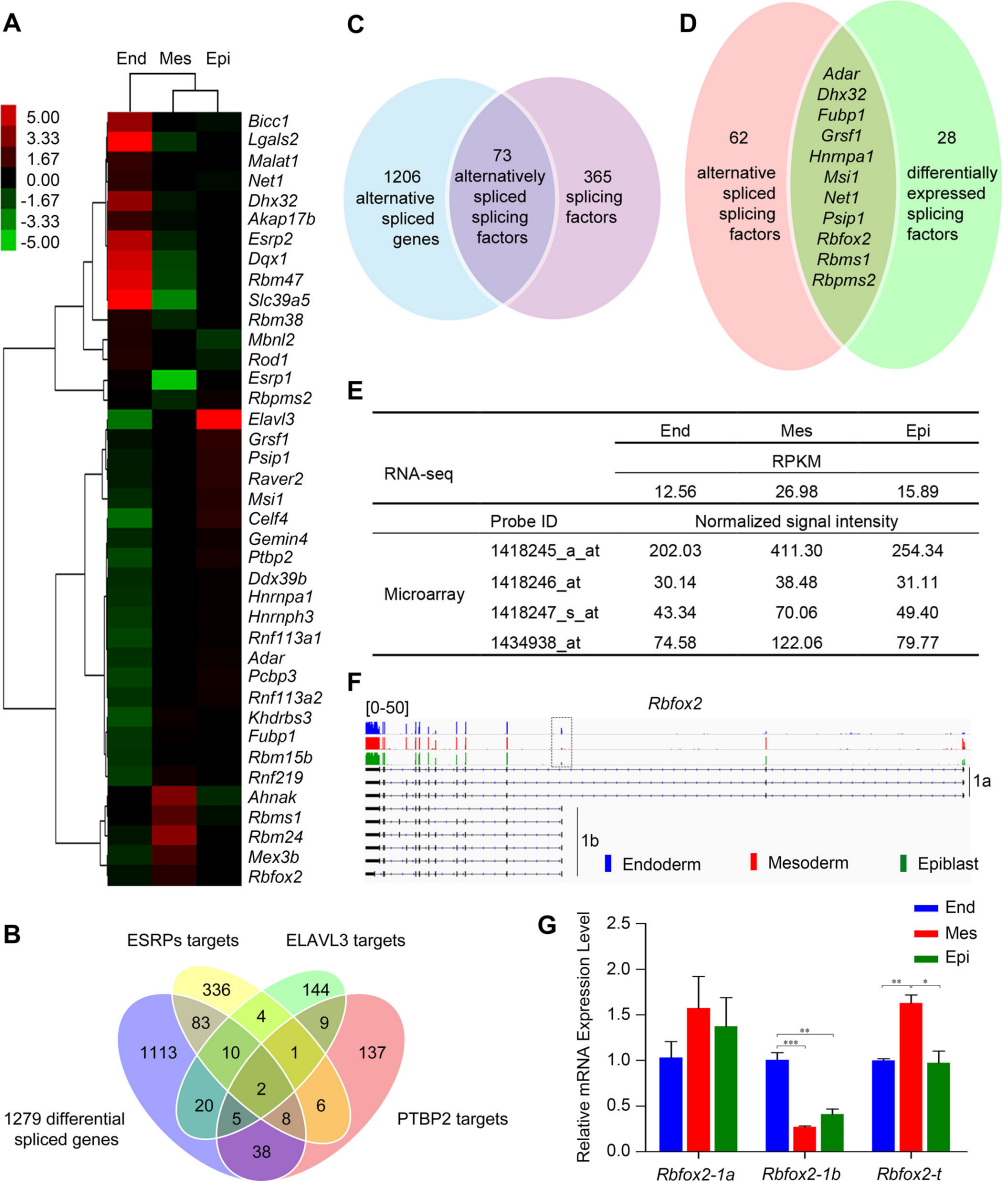
**Splicing factors are differentially expressed and alternatively spliced across the germ layers.** (A) The heat map of 39 significantly differentially expressed RNA splicing factors in the germ layers (at least one RPKM>5, Fold Change>2, FDR<0.001). (B) Venn diagram showing the targets of ESPRs (ESRP1 and ESRP2), ELAVL3 and PTBP2 in the 1,279 differential alternatively spliced genes. (C) Venn diagram showing the 73 alternatively spliced splicing factors. (D) Venn diagram showing the 11 differentially expressed and simultaneously alternatively spliced splicing factors. The name of the 11 splicing factors was shown. (E) The RPKM value and normalized signal intensity of *Rbfox2* in the RNA-seq and Microarray data, respectively. Four probes were used in the Microarray analysis to detect *Rbfox2*. (F) The differential AS events of *Rbfox2* between the three germ layers visualized using IGV software with RNA-seq mapped reads. The differential spliced exon detected by ASD is labeled by dotted boxes. The alternative first exons due to selective use of distal and proximal promoters are labeled as 1a and 1b, respectively. The colored peaks in each case represent the cover heights of the position. (G) Validation of the AS events and the total expression level of *Rbfox2* using qPCR with isoform-specific primers or common primers (*P<0.05, **P<0.01, ***P<0.001). End, endoderm; Mes, mesoderm; Epi, epiblast. Error bars represent s.e.m.; *n*=3. See also Fig. S2.

When performing GO analysis of the 1,279 alternatively spliced genes, we observed a highly significant enrichment of genes associated with RNA processing and/or splicing (Fig. 3B). Consistently, Venn diagram analysis showed that among the 1,279 genes that generate differential AS events in different germ layers, 73 genes encode splicing factors (Fig. 4C). These data indicate that AS is superimposed on the functions of RNA splicing factors themselves, which is consistent with previous reports that many splicing factors are affected by alternative splicing and may be involved in self-regulatory feedback loops (Sureau et al., 2001; Valacca et al., 2010). Moreover, if taking gene expression and alternative splicing together for consideration, 11 splicing factors were differentially expressed and simultaneously exhibited significantly differential AS patterns across different germ layers (Fig. 4D, Table 1). 

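All 11 splicing factors of Table 1 met the expression criteria in at least 1 pair of germ layers. Their alternative splicing was not analysed here. RPKM was highest in endoderm for 2 of the 11, in mesoderm for 3 and in epiblast for 6. The largest fold at which each met the criteria ranged from 2.02 to 9.51 with a median of 2.25, and 7 of the 11 lay under 2.5-fold. *Dhx32* had the largest, with an RPKM of 54.2 in endoderm, 5.7 in mesoderm and 7.59 in epiblast, and its exons overlap those of *Bccip*. *Rbms1* followed with an RPKM of 91.0 in mesoderm, 29.1 in endoderm and 23.9 in epiblast. *Rbpms2* had the lowest, with an RPKM of 114.8 in epiblast, 56.9 in mesoderm and 95.7 in endoderm, and *Hnrnpa1* passed at 2.07-fold between endoderm and epiblast.

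**Figure D3:**
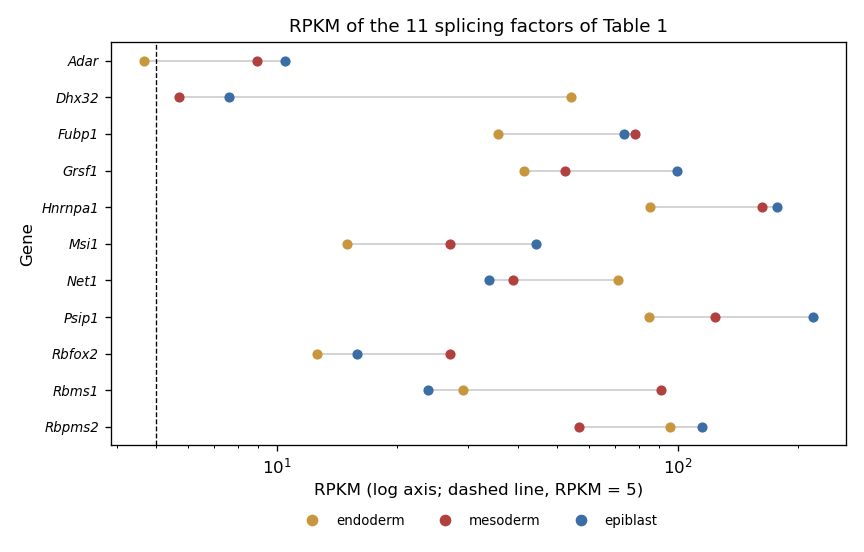
RPKM (horizontal log axis) of the 11 splicing factors of Table 1 in the endoderm, mesoderm and epiblast libraries, 1 point per library, with a dashed line at RPKM = 5. *Dhx32* and *Rbms1* are farthest apart, and the points of each other factor lie within 3-fold of each other.

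With Fold Change>4 in place of Fold Change>2, 1 of the 11 was called, and edgeR's exact test at an assumed biological coefficient of variation of 0.2 called 2. Rescaling each library to the same RPKM total called 9, without *Hnrnpa1* and *Rbpms2*. The median of ratios called 9, without *Hnrnpa1* and *Rbfox2*, and the same upper quartile called 10, without *Net1*.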

One of the candidates is RBFOX2 [RNA binding protein, fox-1 homolog (*Caenorhabditis* *elegans*) 2], also known as FXH or RBM9, and plays essential roles in alternative exon splicing in mammalian cells (Nakahata and Kawamoto, 2005). According to our RNA-seq and Microarray data, the expression level of *Rbfox2* was higher in mesoderm compared to that in endoderm and epiblast (Fig. 4E). 

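*Rbfox2* lies on chromosome 15 from 77078990 to 77307004 and had 3686 reads in endoderm, 7766 in mesoderm and 4783 in epiblast. Its RPKM in endoderm (12.6) was 46.5% and in epiblast (15.9) was 58.9% of that in mesoderm. Mesoderm was 2.15-fold higher than endoderm, which met the criteria. Mesoderm was 1.70-fold higher than epiblast, with an FDR of 2.52e-186 in the exact test of Audic and Claverie on the reads of those 2 libraries, but the difference was below the Fold Change criterion. Endoderm and epiblast differed by 1.27-fold. When the libraries were rescaled by the median of ratios, the fold between mesoderm and endoderm was 1.99 and *Rbfox2* was not called in any pair. It was also not called in any pair with edgeR's exact test at an assumed biological coefficient of variation of 0.2 or 0.4. The microarray values were not analysed here.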

Meanwhile, AS analysis showed that the inclusion of an alternative first exon due to use of the proximal promoter (1b) was much higher in endoderm than that in mesoderm or epiblast (Fig. 4F, Table 1), while *Rbfox2* isoforms in the mesoderm and epiblast tended to use the distal promoter (1a) (Fig. 4F). The total expression level of *Rbfox2* and differential use of APs in different germ layers were confirmed using qPCR (Fig. 4G). It was reported that *Rbfox2* underwent tissue-specific alternative splicing and generated tissue-specific isoforms that mediate brain- and muscle-specific AS events and thus help to define their specificity (Nakahata and Kawamoto, 2005). Likewise, it is possible that differential expression of *Rbfox2* and differential use of APs in different germ layers contribute to establishment of germ layer-specific AS events and commitment of cell fate.

**Table 1.**
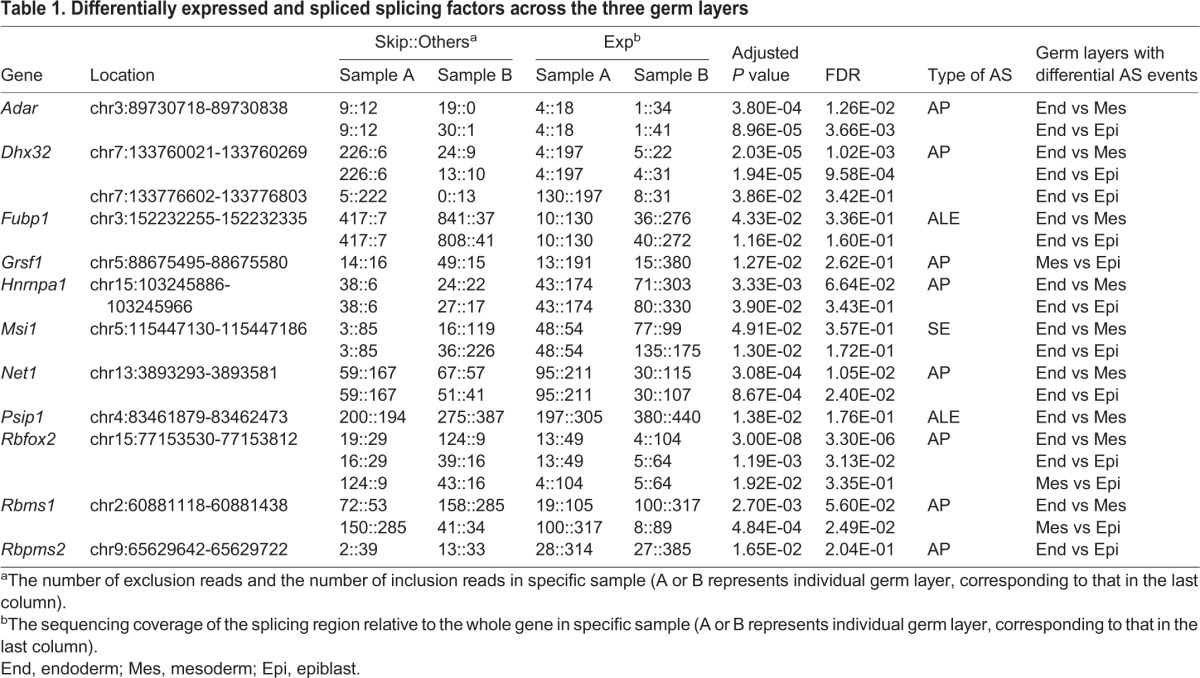
**Differentially expressed and spliced splicing factors across the three germ layers**

Altogether, many splicing factors are differentially expressed and have distinct level or types of alternative isoforms in the three germ layers, which might help to establish specific AS events and thus define tissue specificity of each germ layer.

### Alternative promoter usage is frequent in the three germ layers of E7.5 mouse embryos

As aforementioned, skipped exon, alternative 3′ splice site, alternative 5′ splice site, and retained intron are the most common AS types in mammals, with skipped exon (i.e. cassette) the most prevalent one (Sammeth et al., 2008). In concordance with this, the majority of the 1,648 differentially presented AS events (616/1,648) in E7.5 mouse germ layers were exon skipping (Fig. 2B). Strikingly, however, secondary to exon skipping, more than one quarter of events (430/1,648) belonged to AP usage, which is rarely documented in other processes. Of interest, among the 11 differentially expressed and simultaneously alternatively spliced splicing factors mentioned above, we found that AP usage was the most common AS event (8/11) (Table 1). These data indicate that AP usage is frequent and might be a prevalent mechanism of gene expression regulation in spatially controlling mouse early embryonic development.

AP usage is postulated to be frequently observed in developmentally spatio-temporal manners but has not been well studied (Forrest et al., 2014). The 430 AP events in our study were generated by 383 genes (Table S1), GO analysis of which revealed that they participated in numerous development-related biological processes, including regulation of cell shape, transcription, chromatin modification, protein metabolism, TGFβ cell signaling, proliferation and apoptosis etc. (*P*<0.01) (Fig. 5A). When AP usage events were compared in pairs of the three germ layers, 89, 83 and 69 events were specifically significantly different between endoderm versus mesoderm, endoderm versus epiblast, and mesoderm versus epiblast, respectively (Fig. 5B). Genes generating these events were involved in processes that matched well with germ layer-specific developmental events. For example, the 89 different AP events between endoderm and mesoderm were generated by 85 genes. GO analysis revealed that these genes were enriched in ‘cell migration’ and ‘embryonic digestive tract morphogenesis’, which echoed the epithelial-mesenchymal transition of mesoderm cells and the commitment of endoderm, respectively (Fig. 5C). Likewise, genes generating the 69 AP events between mesoderm and epiblast were overrepresented in muscle and neuro development (Fig. 5C). Thus, the frequent use of AP suggests that promoter choice might be an important regulatory mechanism for mouse early embryonic development.

**Fig. 5.**
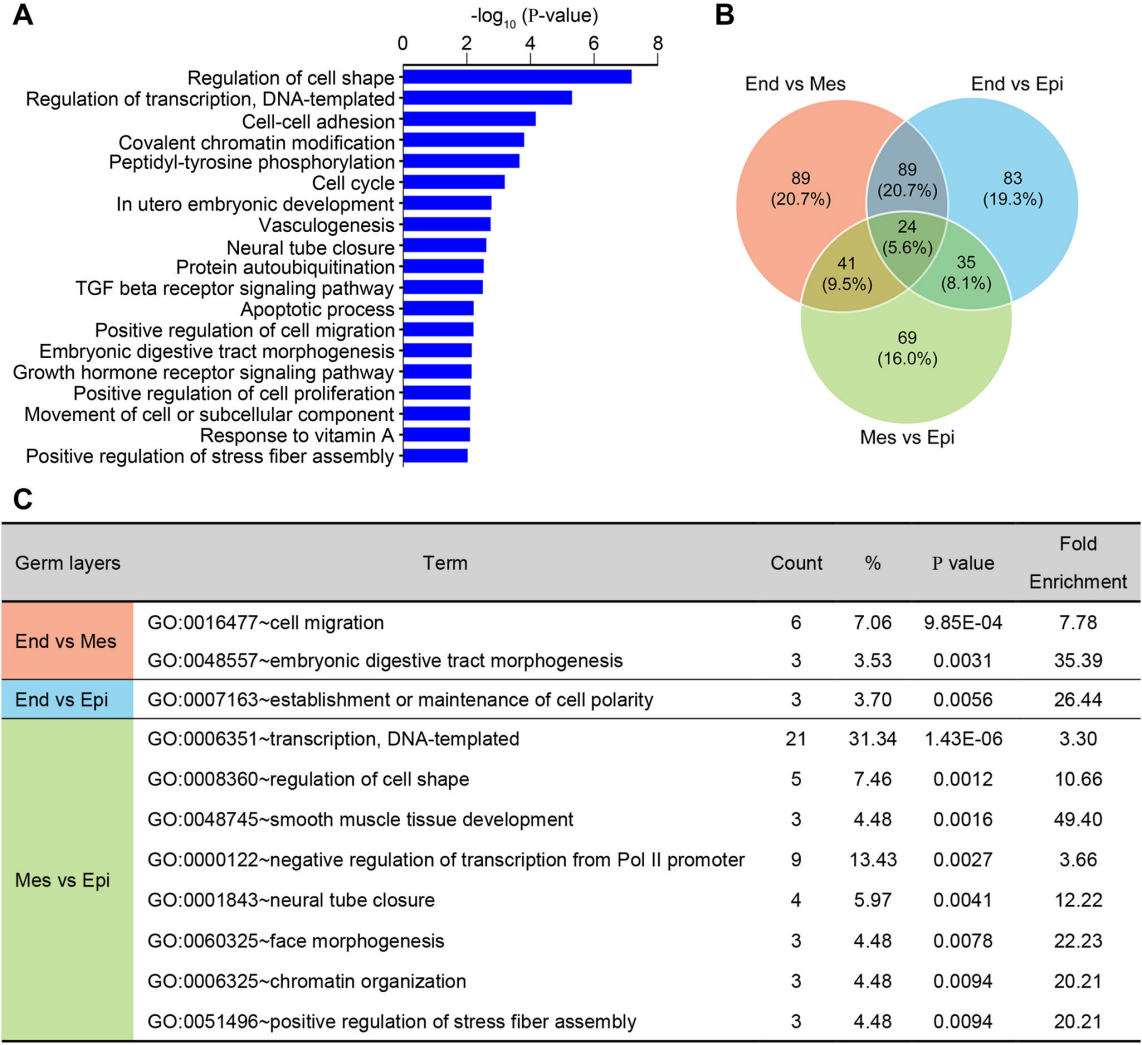
**AP usage is a prevalent machinery in controlling gene expression in post-gastrulation embryos.** (A) GO term enrichment analysis of the 383 genes generating the 430 AP events (*P*<0.01). (B) Venn diagram of the significantly different AP usage events in the three germ layers (adjusted *P*-value<0.05). (C) Functional enrichment of GO terms for genes showing differential AP events between endoderm and mesoderm (End versus Mes), endoderm and epiblast (End versus Epi), and mesoderm and epiblast (Mes versus Epi), respectively.

### Validation of the AP usage events in E7.5 mouse embryonic germ layers

Among the 430 AP events, we found that many events were generated by well characterized regulators of gastrulation or beyond, such as *Tjp2* (Xu et al., 2008), *Pitx2* (Kitamura et al., 1999; Lin et al., 1999), *Net1* (Nakaya et al., 2008) and *Pdgfra* (Funa and Sasahara, 2014). The isoforms of these genes generated by APs were predicted to be distinctly enriched in the three germ layers and were visualized by IGV (Integrative Genomics Viewer) tool (Fig. 6A-D, left panels). The computational results were then analyzed using qPCR (Fig. 6A-D, right panels). To simplify the results, the ASD software was designed to locate the relatively inner exon when addressing AP and ALE events (Wu et al., 2017; Zhou et al., 2014). Thus, besides the different positions detected by ASD, we examined all the possible isoforms generated by APs with exon-specific primers, except for those with no detectable coverage. In good concordance with what was observed using ASD and IGV (Table 2), the qPCR result showed that all cases could be well validated (Fig. 6A-D).

**Fig. 6.**
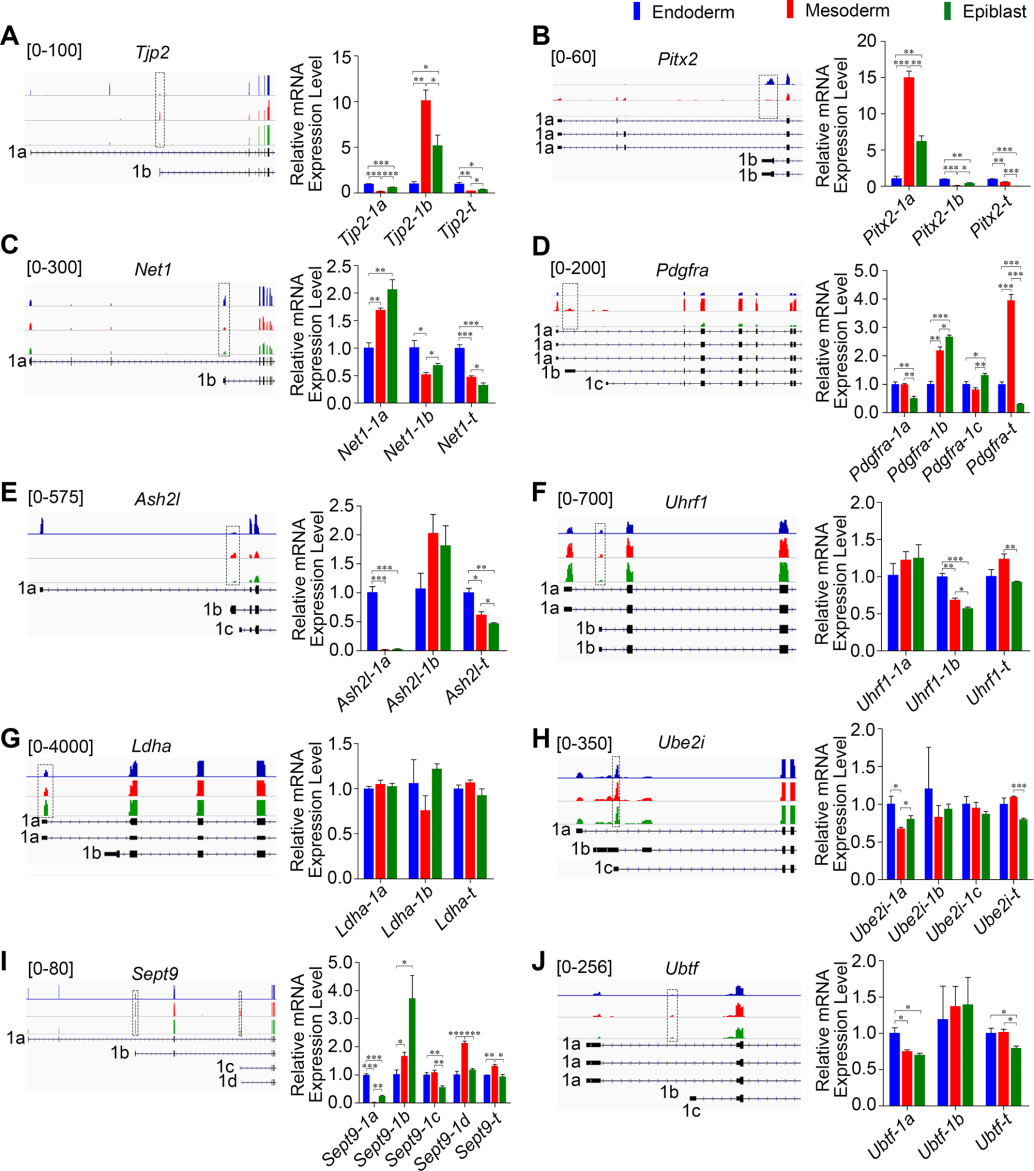
**Validation of the AP usage events in E7.5 mouse embryonic germ layers using qPCR.** (A-J) Genes with significantly different AP events across the three germ layers identified by RNA-seq data analysis using IGV software. In each case, the positions of the predicted differential first exons generated by APs are labeled by dotted boxes. The colored peaks represent the cover heights of the position (left panels). The AP events and total expression level of each gene were analyzed using qPCR with exon-specific primers and common primers, respectively (*P<0.05, **P<0.01, ***P<0.001) (right panels). Alternative first exons in each gene were labeled as 1a, 1b, 1c and 1d, respectively. No coverage of *Ash2l-1c* and *Ubtf-1c* was detected by IGV. Error bars represent s.e.m.; *n*=3.

**Table 2.**
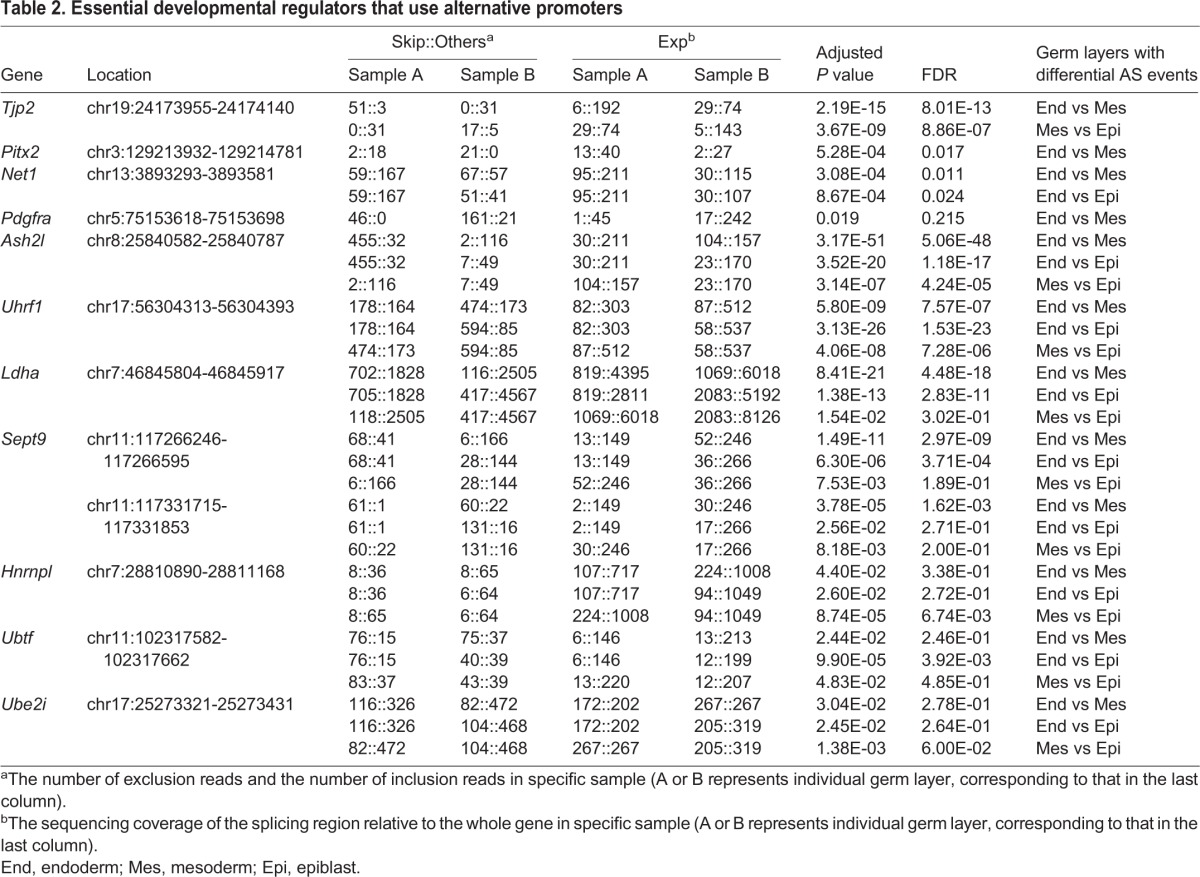
**Essential developmental regulators that use alternative promoters**

To further confirm the frequent AP events, we focused on additional 24 AP events, which involved 23 genes that were shared by all the three germ layers (Fig. 5B; Table S1). To narrow the genes to a range suitable for AS events confirmation and function study, we analyzed those that have annotated isoforms and potentially play important roles in mouse early embryogenesis. Among the 23 genes, *Ash2l*, *Uhrf1*, *Ldha*, *Sept9*, *Hnrnpl*, *Ubtf* and *Ube2i* are required for cell survival, as analyzed using Batch Query tool of Mouse Genome Informatics (MGI) (Table S1). Except for *Hnrnpl*, which has only one annotated transcript, the isoforms of the other six genes generated by APs were predicted to be expressed in germ layer-specific manners (Fig. 6E-J). The qPCR result showed that at least one isoform of *Ash2l*, *Uhrf1*, *Ube2i*, *Sept9* and *Ubtf* was significantly differentially expressed in the three germ layers (Fig. 6E-J).

Among these genes, *Tjp2*, *Pitx2*, *Net1*, *Ash2l*, *Uhrf1* and *Sept9* have been previously reported to generate different isoforms driven by APs (Chlenski et al., 2000; Connolly et al., 2011; Hopfner et al., 2001; Qin et al., 2005; Sørensen et al., 2002; Waite et al., 2013; Wang et al., 2001). Importantly, the APs directed isoforms of *Net1*, *Pitx2* or *Sept9* exhibited different cellular or subcellular localization, and functioned in isoform-specific manners (Carr et al., 2013; Connolly et al., 2011; Dutertre et al., 2010; Papadimitriou et al., 2012; Sørensen et al., 2002; Waite et al., 2013). For example, NET1A, the shorter protein isoform resulting from usage of the proximal promoter (1b) of *Net1*, is specifically required for actin cytoskeletal reorganization, myosin light chain phosphorylation, and focal adhesion maturation, controlling cell spreading or motility (Carr et al., 2013; Papadimitriou et al., 2012). The longer isoform generated from the distal promoter (1a), however, is more important for cell proliferation (Dutertre et al., 2010). Likewise, the isoforms of *Sept9*, a member of the *Septin* gene family, exhibit distinct expression patterns in adult mouse tissues and in tumor cells, and exert different influence on breast cancer progression (Connolly et al., 2011; Sørensen et al., 2002; Verdier-Pinard et al., 2017). While human *Sept9_v1* (homologous to *Sept9-1a*) promotes breast cancer cell migration, *Sept9_v2* (homologous to *Sept9-1b*) seems to have little supportive or even antagonistic effect on breast tumorigenesis (Connolly et al., 2011; Verdier-Pinard et al., 2017). Collectively, these data support the prevalent use of APs by many key development-related genes and hence the potential developmental implications of AP usage in mouse early embryogenesis.

## DISCUSSION

AS of pre-mRNAs and AP usage are important machineries in regulation of gene expression in numerous processes (Ayoubi and VanDeVen, 1996; Davuluri et al., 2008; Kalsotra and Cooper, 2011; Sebastian et al., 2013). However, their regulatory functions and patterns in mammalian early embryonic development are still elusive. In this study, we analyze the AS events with RNA-seq data from the three embryonic germ layers of E7.5 mouse embryos and provide a landscape of AS patterns, and their potential regulation of development in gastrulating and post-gastrulation mouse embryos. We find that AS is widely used and may be involved in regulation of multiple processes in mouse early embryogenesis. Importantly, we discover for the first time that AP usage, which is not commonly observed in other processes, is frequent in the three germ layers, accounting for more than one quarter of the total significantly changed AS events in the three germ layers. These AP events are generated by genes that are involved in germ layer-specific cell fate commitment and include many key developmental regulators. Current paradigm highlights the importance of gene expression changes in control of development. As an important complement, our study underlines the biological implications of AS, especially AP usage in directing mammalian early development, which deserves to be carefully examined and confirmed in future developmental studies. Moreover, our study provides a useful data source for the analysis of gene or AS regulation of early mouse development.

Many studies have described and experimentally proved the requirement of correct spatial and temporal expression of alternative isoforms of individual genes in development and diseases (Baralle and Giudice, 2017). In our study, we find many splicing factors exhibit differential expression pattern across E7.5 mouse primary germ layers, at both whole transcript level and isoform level. Alternative splicing is often under the control of specific splicing factor, which may affect many AS events and have numerous target genes. Changes in their expression level or different presence of alternative isoforms can therefore lead to profound consequences. We did find many targets of the differentially expressed splicing factor ESRP1, ESRP2, ELAVL3 and PTBP2 in our differential alternatively spliced gene list (Fig. 4B; Table S1). In addition, apart from RBFOX2, a well-known splicing factor that we exemplified above (Fig. 4E-G), two other splicing factors, Adenosine deaminase, RNA specific (ADAR) and G-rich sequence factor 1 (GRSF1) in our list (Table 1; Fig. S2), were recently reported to be differentially expressed and spliced in humans, and play isoform-specific roles in different pathways or cellular compartment (Jourdain et al., 2013; Pestal et al., 2015). Thus, we postulate that differences at the global expression and isoform levels of splicing factors may underlie the germ layer-specific AS pattern and thus determine the following developmental process. However, direct experimental evidences are needed to support this notion.

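*Elavl3* (chromosome 9, 22015005 to 22052023) had 8 reads in endoderm, 37 in mesoderm and 1955 in epiblast, with an RPKM of 9.11 in epiblast. It was 238.4-fold higher in epiblast than in endoderm and 50.5-fold higher than in mesoderm. *Ptbp2* (chromosome 3, 119718742 to 119784466) had an RPKM of 11.2 in endoderm, 28.9 in mesoderm and 40.0 in epiblast. Its differences from endoderm were 2.58-fold in mesoderm and 3.58-fold in epiblast, and both met the criteria. The overlap of alternatively spliced genes with the targets of these splicing factors was not analysed here.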

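*Adar* (chromosome 3, 89715022 to 89753446) had an RPKM of 4.67 in endoderm, 8.95 in mesoderm and 10.5 in epiblast, and its exons overlap those of *Chrnb2*. It met the criteria between endoderm and epiblast, at 2.25-fold. *Grsf1* (chromosome 5, 88659448 to 88676171) had an RPKM of 41.5 in endoderm, 52.5 in mesoderm and 99.9 in epiblast. It met the criteria between endoderm and epiblast, at 2.41-fold, whereas the 1.90-fold difference between mesoderm and epiblast did not. At an assumed biological coefficient of variation of 0.2, edgeR's exact test called neither gene.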

Cell lineage specification during gastrulation is a highly dynamic and complex process involving drastic cell proliferation, migration and differentiation (Nowotschin and Hadjantonakis, 2010; Takaoka and Hamada, 2012; Tam and Behringer, 1997), which requires precise gene regulation. Usage of APs generally makes it feasible and flexible for transcription factors and epigenetic regulator to gain access to the regulatory elements or regions of a single gene locus and modulate the expression of the required mRNA variants in the right tissues at the right time (Davuluri et al., 2008). For example, it has been experimentally evidenced that usage of APs facilitates the control of expression of the required *Runx1* isoform by DNA methylation during hematopoiesis (Webber et al., 2013). Although there is no direct experimental evidence at present, clues from ChIP-seq data that are publicly available show that a similar mechanism might be applicable to the regulation of isoforms expression in *Sept9*, a candidate in our study (http://genome.ucsc.edu/) (Creyghton et al., 2010; Heintzman et al., 2009; Kim et al., 2007; Rada-Iglesias et al., 2011; Visel et al., 2009; Wu et al., 2011). While the transcriptionally permissive H3K4me3 modification and RNA polymerase II are highly enriched in all the annotated promoters (1a-1d) of *Sept9* in mouse embryonic stem cells, they are only enriched in the proximal three promoters (1b-1d) in mouse embryonic fibroblasts, brain and spleen, and enriched in the distal two promoters (1a and 1b) in kidney and liver (Fig. S3). In heart, however, only the 1b promoter has higher peaks of H3K4me3 modification and RNA polymerase II (Fig. S3). These different histone modifications and transcription factors binding at the alternative promoters of *Sept9* might contribute to the specific expression patterns of its different isoform in different tissues or cell lines. Thus, the prevalence of AP usage observed in the three germ layers might be an adaptive machinery to guarantee precise gene expression and successful development. Actually, prevalent use of APs has also been observed in six major tissues comprising most mass of the mid-gestational mouse embryo (Werber et al., 2014), further supporting the potential importance of AP usage in early mouse development.

High-throughput sequencing has uncovered an increasing number of genes undergoing alternative splicing and containing more than one promoter in mammalian genomes (Davuluri et al., 2008). However, our knowledge about the biological implications of alternative splicing, especially the selective usage of promoters and how and on what occasions they are differentially regulated, are still very limited. Our study, for the first time, provides an overview of alternative splicing in primary embryonic germ layers of mouse gastrulation and highlights the potential importance of AP usage at this stage and beyond, expanding the understanding of regulatory mechanisms of mammalian early embryonic development. However, the difficulty of complete microdissection of germ layers and limitation of current sequencing and AS analysis methods might make it challenging to obtain a thorough and definite landscape of AS patterns during gastrulation. We expect that further disintegrating the germ layers into single cells followed by single-cell long-read sequencing would provide a clearer picture.

## MATERIALS AND METHODS

### Animals

Mice were maintained under specific-pathogen-free (SPF) conditions and all animal experiments were performed in compliance with the guidelines of the Animal Care and Use Committee of the Institute of Zoology, Chinese Academy of Sciences.

### Embryonic germ layer separation

Pregnant ICR female mice at 8 days post coitus (d.p.c.) were killed. E7.5 mouse embryos were dissected from the deciduas in HEPES-buffered DMEM supplied with 10% FBS. After Reichert's membrane was removed, the embryonic region was cut off using a glass scalpel. The embryonic region was then rinsed in Dulbecco's phosphate-buffered saline (DPBS) and incubated in pancreatic/trypsin enzyme solution (0.5% trypsin and 2.5% pancreatin in Ca^2+^/Mg^2+^-free Tyrode Ringer's saline, pH 7.6-7.7) at 4°C for 10 min. After the treatment, the embryonic region was transferred into HEPES-buffered DMEM supplied with 10% FBS. The germ layers were separated carefully with a Pasteur pipette and glass needles.

### Microarray and data analysis

Total RNA from each germ layer was extracted using RNeasy Micro Kit (Qiagen, 74004) according to the manufacturer's instructions and treated with DNase I to remove residual genomic DNA. After verifying the RNA integrity and amount with an Agilent Bioanalyzer 2100 instrument, gene expression profiling was performed using an Affymetrix Mouse Genome 430 2.0 Array (CapitalBio, Beijing, China) with a starting RNA amount of 100 ng. The raw hybridization data were analyzed using Affymetrix GeneChip Command Console Software (AGCC). The Robust Multiarray Average (RMA) method was used for background correction and data normalization, and the affy suite of the bioconductor package (http://www.bioconductor.org) was used to calculate expression values. Significance Analysis of Microarrays (SAM) was used to identify genes that are differentially expressed.

### RNA sequencing and data analysis

Total RNA from each germ layer sample was prepared using RNeasy Micro Kit (Qiagen, 74004) according to the manufacturer's instruction and treated with DNase I to remove residual genomic DNA. After quality control using Agilent 2500, cDNA libraries for paired-end sequencing were prepared using BGI Kit (Beijing Genomics Institute, Beijing, China) and sequencing was performed on an Illumina HiSeq™ 2000 system. For each sample, about 4G clean data were generated after removing the adapter sequences and low-quality reads. Differentially expressed genes were analyzed as previously reported with a *P*-value, and a false discovery rate (FDR) to correct for the *P*-value (Audic and Claverie, 1997; Benjamini and Hochberg, 1995; Benjamini and Yekutieli, 2001).

### Alternative splicing analysis

AS patterns were analyzed using ASD software as previously described (Wu et al., 2017; Zhou et al., 2014). Briefly, the clean reads were mapped to the mouse genome (Mouse GRCm38/mm10) by TopHat. The generated bam files that were sorted and indexed were imported and analyzed using the ASD software. Eight modes of AS events for the three germ layers were obtained with an adjusted *P*-value and false discovery rate (FDR). The Integrative Genomics Viewer (IGV) tool was used for efficient and flexible visualization of specific AS event. DAVID was employed to conduct GO term enrichment analysis.

### RNA extraction, reverse transcription and quantitative PCR

Total RNA was extracted using RNeasy Micro Kit (Qiagen, 74004) according to the manufacture's instruction. After treatment with DNase I to remove residual genomic DNA, 500 ng total RNA was used as template for 10 μl reverse transcription reaction using PrimeScript™ RT Reagent Kit (TaKaRa, Dalian, China, RR037A). Quantitative PCR was performed using EvaGreen 2×qPCR MasterMix (Applied Biological Materials, Vancouver, Canada, MasterMix-S) on LightCycler 480 instrument (Roche, Basel, Switzerland). Relative gene expression was analyzed based on 2^−ΔΔCt^ method. When analyzing the expression level of a specific isoform, the transcripts detected using a common pair of primers for all isoforms was used as internal reference, while the total level of individual gene was normalized to the expression level of *Gapdh*. All primers are listed in Table S3.

### Statistical analysis

Quantitative analyses were performed with at least three independent biological samples using GraphPad Prism software and expressed as mean±s.e.m. *P*-values of comparisons between two groups were calculated using Student's *t*-test with significance levels of *P<0.05, **P<0.01, ***P<0.001.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

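RNA from the endoderm, mesoderm and epiblast of E7.5 mouse embryos was sequenced by the authors with paired-end reads on an Illumina HiSeq system, as 1 library per germ layer from RNA pooled over many embryos. The authors removed adapters and low-quality reads, mapped the reads and deposited a read count per gene, which is the number of uniquely mapped reads without normalization. The authors also deposited the RPKM of each gene, the gene length and the coverage as a percent of the gene length. The deposited RPKM equals the reads divided by the gene length and by the total of reads counted on genes, with a largest relative difference of 2.03e-07. The paper states TopHat and GRCm38 for its alternative splicing analysis, and its text does not name the aligner, annotation or counting program of the gene table.

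The totals of reads counted on genes and the number of genes with reads are given beside the description of the libraries. A gene that is not listed in a library was taken to have 0 reads, and a count of 0 allows up to 3 reads. These limits cover counting error only. A fold against a library with 3 reads or fewer was computed against 3 reads and is a lower bound. For 25 genes the gene length differs between the deposited tables, so that their RPKM ratio is not their read ratio, and none of these genes was differentially expressed. For 24 genes the deposited symbol had been changed to a calendar date by spreadsheet software, and 8 of them were differentially expressed. *Sept9* was matched to its date form. All 151 genes named or listed here were matched to the GENCODE M21 annotation of GRCm38, some through older symbols.

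Differentially expressed genes were called with the paper's criteria in each pair of libraries, which are RPKM>5 in at least 1 of the 2, Fold Change>2 and FDR<0.001. The FDR came from the two-sided exact test of Audic and Claverie on the counts, with Benjamini-Hochberg adjustment over the genes with a read in either library. With 1 library per germ layer no dispersion can be estimated, so edgeR's quasi-likelihood test could not be fitted. As an alternative, edgeR's exact test was run with an assumed biological coefficient of variation of 0.2 or 0.4. The paper gives no definition of a highly expressed gene in its text, and a gene was counted as such when it met the criteria against both other layers and was highest in that layer. Named genes were the genes the paper names in its expression results and figures, the genes of the marker lists, and the 5 genes with the highest RPKM among those highly expressed in each layer.

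The other alternatives were RPKM>1 or RPKM>10, Fold Change>4, a pseudocount of 0.1 or 1, 3 other scalings of the libraries (the same RPKM total, the median of ratios and the same upper quartile), no FDR criterion, and Benjamini-Yekutieli adjustment. Marker lists were written for visceral endoderm, extra-embryonic ectoderm and trophoblast, primitive erythroid cells, maternal decidua, the Y chromosome and X inactivation. For each, the median log2 ratio between 2 libraries was placed among 10000 random lists of the same size matched on mean expression. All of these choices were made before the data were examined. Lists of imprinted genes, of node and axial mesendoderm genes and of splicing gene symbols were added after that.

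The calls were tested on simulated libraries drawn from the real genes. The genes to be raised 4-fold were drawn from those with a mean RPKM over 10, so their recovery does not speak for lower expression. With counting noise alone, all 200 genes raised 4-fold were called and 0 of the other genes, and 5.16% of 12553 unchanged genes had a p-value below 0.05 in the exact test of Audic and Claverie. With an assumed biological coefficient of variation of 0.4, 182 of the 200 were called, and so were 2161 unchanged genes. For edgeR's exact test, 4.59% and 4.87% of 11602 unchanged genes had a p-value below 0.05 at coefficients of 0.2 and 0.4. Those genes were simulated with the same coefficient that the test was given, which checks the test only under its own assumption. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used. The microarray, the alternative splicing and alternative promoter events and the gene ontology analyses were not analysed here. Of the qPCR, only total expression was used, for 14 of the genes in the paper's figures, read by eye.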

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

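The paper does not discuss the marker lists below. Each is given because its reads lay above the limit that a count of 0 allows. The lists and their comparison with random lists were set before the data were examined. The tests of carry-over and of sex composition were chosen after the values were seen. Those on trophoblast and decidua were changed once more after their first versions had been run. The first versions asked whether *Elf5* and *Ascl2* were highest in endoderm, and whether all decidua genes were highest in the same library with *Prl8a2* among the genes with reads. Both had spoken against carry-over. No biological explanation was tested.

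The extra-embryonic ectoderm and trophoblast list holds 9 genes, of which 6 had reads and 4 had RPKM>1 in at least 1 library. They had 1553 reads in endoderm, 365 in mesoderm and 184 in epiblast. The median log2 ratio of endoderm to mesoderm was 1.95, at percentile 99.6 among random lists, and that of endoderm to epiblast was 2.98, at percentile 100.0. The ratio of mesoderm to epiblast was -0.51, not apart from random lists. The reads came mostly from *Plac1* (886 in endoderm, 273 in mesoderm and 26 in epiblast) and *Esx1* (478, 4 and 9). *Tpbpa*, *Prl2c2* and *Prl3d1* had no read in any library. The listed genes went both ways. In a test of carry-over of trophoblast cells, 4 of the 6 genes were highest in endoderm, but *Ascl2* (18, 74 and 112 reads) and *Elf5* (10, 12 and 31) were highest in epiblast. Carry-over of trophoblast cells into the endoderm and expression of part of the list by endoderm cells cannot be told apart, because few genes have reads and they disagree.

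The primitive erythroid list holds 7 genes, of which 4 had reads and 2 had RPKM>1 in at least 1 library, with 256 reads in endoderm, 256 in mesoderm and 79 in epiblast. The median log2 ratio of endoderm to mesoderm was -0.92, at percentile 7.73, that of endoderm to epiblast was -0.31, at percentile 33.9, and that of mesoderm to epiblast was 1.24, at percentile 98.9. *Hba-x* and *Hbb-y* had no read in any library. Reads in endoderm came almost wholly from *Gata1* (246). Carry-over of primitive erythroid cells into endoderm would bring their abundant globin transcripts, and *Hbb-bh1* had 0 reads in endoderm, which allows up to 3, and 37 in mesoderm. This argues against that source for the *Gata1* reads in endoderm. Unique reads leave out part of the reads of near-identical globin genes, and the source of the *Gata1* reads stays open.

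The maternal decidua list holds 6 genes, of which 4 had reads and 3 had RPKM>1 in at least 1 library, with 178 reads in endoderm, 783 in mesoderm and 683 in epiblast. The median log2 ratio of endoderm to mesoderm was -1.48, at percentile 2.97, that of endoderm to epiblast was -1.03, at percentile 12.4, and that of mesoderm to epiblast was 0.15, at percentile 68.9. *Prl8a2* and *Prl3c1* had no read in any library. In a test of carry-over of maternal decidua, 2 of the 4 genes were highest in mesoderm (*Des* with 437 reads, and *Cryab*) and the others in epiblast (*Pgr* with 358 and *Dcn* with 41). Carry-over of decidua and expression by the germ layers cannot be told apart, because the 4 genes with reads go both ways, and whether the authors' gene set held the others is not known.

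The 4 Y-chromosome genes had 3529 reads in endoderm, 3208 in mesoderm and 3535 in epiblast, and *Xist* (X inactivation) had 10029, 8293 and 9355. The median log2 ratio of the Y-chromosome genes was 0.05 for endoderm to mesoderm, -0.08 for endoderm to epiblast and -0.09 for mesoderm to epiblast, at percentiles 57.0, 43.1 and 36.3. For *Xist* the ratios were 0.24, 0.13 and -0.11, at percentiles 71.6, 61.3 and 35.2. Both kinds of reads are what pools of male and female embryos give. The summed Y-chromosome RPKM over the *Xist* RPKM was 2.03 in endoderm, 2.21 in mesoderm and 2.19 in epiblast. The largest of these was 1.09 times the smallest, which argues against a sex composition of the pools that differs by over 2-fold between libraries.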

How the results depend on the processing

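No paired analysis was possible because each germ layer has 1 library. For the same reason, leaving out a library or splitting the libraries otherwise was not possible. No alternative below was chosen after the results were seen. The limit of these data is the number of libraries more than their depth.

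The counts of differentially expressed and highly expressed genes, and of splicing factors, stayed within 1.5 times the main counts with either pseudocount, with each of the 3 other scalings, without the FDR criterion and with Benjamini-Yekutieli adjustment. The number of genes detected ranged from 12232 to 15516 over its alternatives. Without the FDR criterion 2882 genes were differentially expressed in any pair. The main list of 2880 genes shared 2742 genes with the list after scaling by the median of ratios.

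Other criteria moved the counts. With RPKM>1, 4747 genes differed in any pair, 3375 between endoderm and mesoderm, 3561 between endoderm and epiblast and 1841 between mesoderm and epiblast, and 471 were highly expressed in mesoderm and 504 in epiblast. With RPKM>10, 525 differed between mesoderm and epiblast, and 157 were highly expressed in mesoderm and 117 in epiblast. With Fold Change>4, 1338 genes differed in any pair, with 936, 898 and 334 in the 3 pairs in the order above, 469, 98 and 68 highly expressed in endoderm, mesoderm and epiblast, 13 of the splicing factors of Fig. 4A and 1 of those of Table 1. These settings change the number of genes by their own construction.

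With edgeR's exact test at an assumed biological coefficient of variation of 0.2, 1719 genes differed in any pair, with 1199, 1235 and 443 in the 3 pairs, 622, 129 and 90 highly expressed genes, 16 splicing factors of Fig. 4A and 2 of Table 1. At 0.4 there were 520 genes, with 387, 331 and 60 in the pairs, 208, 16 and 14 highly expressed genes, 7 splicing factors of Fig. 4A and 0 of Table 1. The true variation between embryos or dissections cannot be estimated from these libraries. When each differentially expressed gene was assigned to its highest layer, 1551 fell to endoderm, 638 to mesoderm and 691 to epiblast.

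*Rbfox2* was 1.99-fold higher in mesoderm than in endoderm after scaling by the median of ratios, below the Fold Change criterion, against 2.15 as deposited. The other scalings gave 2.10 and 2.19. With edgeR's exact test at an assumed biological coefficient of variation of 0.2 or 0.4, *Rbfox2* was not called in any pair. *Esrp1* and *Esrp2* kept their direction and their side of the criteria under each pseudocount and scaling. For *Esrp2* between mesoderm and epiblast that side was fixed beforehand, because neither library reached RPKM>5. At the assumed coefficient of 0.4, *Esrp1* was no longer called between mesoderm and epiblast, nor *Esrp2* between endoderm and epiblast.

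The median of ratios shifted the log2 ratio of endoderm to mesoderm by 0.114 and of endoderm to epiblast by 0.110, and the upper quartile shifted the latter by -0.102. The share of differentially expressed genes higher in endoderm was 62.8% against mesoderm and 63.6% against epiblast as deposited. It ranged from 56.9% to 70.6% over the 3 other scalings.

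Among the marker lists, the median log2 ratio of mesoderm to epiblast for visceral endoderm fell from 0.19 to 0.06 with a pseudocount of 1 and no longer stood apart from random lists. For primitive erythroid cells, the ratio of endoderm to epiblast was 1.07 over the genes with RPKM>1, against -0.31 over all. For maternal decidua, the ratio of endoderm to mesoderm was -1.91 over the genes with RPKM>1 and -0.77 with a pseudocount of 1, and stood apart from random lists in both, against -1.48 before. The cause was not tested.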

Differences from the paper's values

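No test below was chosen after the result was seen. No value computed here was more than 1.5 times above or below the paper's under the main settings.

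The paper states that *Esrp1* and *Esrp2*, and *Esrp1* in particular, are downregulated in mesoderm (Fig. 4A). For *Esrp2* this held against endoderm (RPKM 6.06 in endoderm and 0.337 in mesoderm), but the gene was also low in epiblast (RPKM 0.532). The 1.58-fold difference between mesoderm and epiblast did not meet the criteria. The criteria do not decide this pair, because both RPKM values lay below 1, the lowest RPKM minimum of any alternative. The pair was therefore excluded under each alternative, whatever its fold or FDR. The ratio of mesoderm to epiblast was 0.634 as deposited and 0.602 to 0.659 under the other scalings, so mesoderm stayed the lower of these 2 libraries.

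The paper states that *Rbfox2* is higher in mesoderm than in endoderm and epiblast (Fig. 4E). The direction was the same here. The 1.70-fold difference from epiblast lay below the Fold Change criterion, which the paper does not claim for that pair. It stayed below under each other scaling (1.61 to 1.76), the only alternatives that could have raised it. The paper also draws on microarray values and on qPCR of total *Rbfox2*, which were not used for this comparison.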

Other observations

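The tests on carry-over of cells and on the scaling of the libraries were chosen after the values were seen. Those on carry-over of epiblast and endoderm cells were later widened to all signature genes and split by kind of cell. The scaling test replaced an earlier test, set before its values were seen. The earlier test predicted fewer genes higher than lower in endoderm after the median of ratios, but their share rose. The tests on node cells, *Gapdh*, imprinted genes and splicing gene symbols were chosen before the values they use were seen. The limit for a gap close to 0 in the *Gapdh* test, and for a share far below another, was set after the values were seen. All are hypotheses found and tested on the same 3 libraries.

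*T*, listed by the paper as an epiblast signature gene, had an RPKM of 93.7 in endoderm, 74.8 in mesoderm and 228.5 in epiblast, and was 2.44-fold lower in endoderm than in epiblast. Carry-over of epiblast cells of all kinds would bring the other 6 epiblast signature genes at a like share, and they were in endoderm at a median of 1.81% of their epiblast RPKM, with the highest shares for *Pou5f1* (7.04%) and *Mixl1* (10.2%). *Dnmt3b*, outside the signature genes, was at 17.2%. The epiblast library also holds the primitive streak, and carry-over of streak cells alone and expression of *T* by cells of the endoderm layer cannot be told apart, because *Mixl1* is the only other gene tested for it. Carry-over of mesoderm cells would leave *T* lower in endoderm than in mesoderm, and its RPKM in endoderm was 125.2% of that in mesoderm. A candidate explanation is node and axial mesendoderm cells in the endoderm layer. All 6 listed node and axial genes (*Noto*, *Shh*, *Chrd*, *Nog*, *Foxj1* and *Dnahc11*) had their highest RPKM in endoderm, with *Noto* at 15.9 in endoderm, 0.886 in mesoderm and 2.56 in epiblast. The median log2 ratio of the list was 3.84 for endoderm to mesoderm (percentile 100.0 among random lists), 1.97 for endoderm to epiblast (percentile 99.8) and -1.14 for mesoderm to epiblast (percentile 0.240). Whether these cells were part of the dissected layer or were carried over was not tested.

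*Cer1* was in mesoderm at 34.4% of its endoderm RPKM. Carry-over of endoderm cells of all kinds would bring other endoderm genes at a like share, and the 18 other endoderm signature and visceral endoderm genes were in mesoderm at a median of 0.0632% of their endoderm RPKM. The highest share was that of *Dkk1* (23.4%), followed by *Foxa2* (3.17%). Carry-over of a subset of endoderm cells rich in *Cer1* and *Dkk1* and expression of both genes in mesoderm cannot be told apart, because no further gene of such a subset was tested. The 12 visceral endoderm genes were in mesoderm at a median of 0.0569% and in epiblast at a median of 0.0512% of their endoderm RPKM. Their median log2 ratio was 10.29 for endoderm to mesoderm and 10.45 for endoderm to epiblast, both at percentile 100.0, and 0.19 for mesoderm to epiblast, at percentile 99.7. Of the list, *Afp* and *Amn* are also endoderm signature genes of the paper, and all 12 had RPKM>1. The paper describes the endoderm layer without naming visceral endoderm.

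The expression of 14 of the genes measured by qPCR in the paper's figures, read by eye, was lower in epiblast relative to endoderm than by RPKM for all 14, with a median log2 gap of 0.77. *Gapdh*, to which the paper normalized its qPCR, had a log2 RPKM ratio of 0.88 between epiblast and endoderm. Dividing RPKM by *Gapdh* brought the median gap to -0.11, which is in line with *Gapdh* normalization of the qPCR as a candidate explanation. In mesoderm, the same division changed the median gap from 0.39 to -0.25, so it overshot there. Of 538 genes with RPKM over 100 in all libraries, 57 would bring the epiblast gap as close to 0 as *Gapdh* did, and 312 the mesoderm gap, so the test is not specific to it.

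Imprinted genes were frequent among the most abundant layer-specific genes, with *H19*, *Phlda2* and *Mest* in the top 5 of their layers. Of 27 other imprinted genes listed, 15 were differentially expressed, against 4.67 on average in random lists matched on mean expression (percentile 100.0). Several of the listed genes are neighbours, such as *Dlk1*, *Meg3*, *Rian* and *Mirg* on chromosome 12, or *Igf2* beside *H19* on chromosome 7. The random lists were not matched on position, so this percentile and those below treat neighbours as independent and may be too extreme. Taken as independent genes, the 27 differed more often than chance at this expression level would give. Of all 30 genes, 7 were highly expressed in endoderm, 4 in mesoderm and 0 in epiblast. The median log2 ratio over the 30 was 0.04 for endoderm to mesoderm (percentile 92.6), 1.01 for endoderm to epiblast (percentile 100.0) and 1.14 for mesoderm to epiblast (percentile 100.0). Whether imprinting itself or the cell types of each layer underlie this was not tested.

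Of 217 genes with splicing gene symbols such as Srsf, Hnrnp, Rbm or Ddx, 21 were differentially expressed (9.68%), and 17 of the 217 are in Fig. 4A. Random lists matched on mean expression held 40.6 on average, and the count lay at percentile 0.0100. The expression level of splicing factors thus does not account for their low share. The list was made from symbols and is not the paper's list.

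More genes were higher than lower in endoderm in both of its comparisons. The share moved away from 50% with the median of ratios (69.3% against mesoderm and 70.6% against epiblast) and toward it with the upper quartile (60.8% and 56.9%). The lowest share over the 3 other scalings was 56.9%, so none of them removed the excess, though the scaling may account for part of it. The number of cell types in the endoderm layer stays open and was not tested.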
